A study of Mus musculus with 10 samples. Its data were reported in "Combined deletion of Glut1 and Glut3 impairs lung adenocarcinoma growth" (2020).

How the data were processed

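RNA sequencing was analysed from 10 libraries of mouse lung tumours, 5 of the genotype KP and 5 of the genotype KPG1. KP mice are a model that develops lung adenocarcinoma once Cre recombinase is delivered to the airways. KPG1 mice in addition carry floxed Slc2a1, the gene of the glucose transporter Glut1. In these mice Cre was expressed from the SPC promoter, which restricts tumour initiation to cells that make surfactant protein C. All animals were males of the C57BL/6 background, and tumours were collected 18 weeks and 6 days after initiation. Each library came from the fraction of a dissociated tumour left after magnetic removal of cells with the leukocyte marker CD45. For each of the 5 control libraries, one label gives a heterozygous floxed allele of the transporter gene and another gives wild type, so KP here means the control group of the labels. The engineered alleles that start the tumours are not reported here.

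Per the labels and the methods of the study, libraries were made with a stranded mRNA kit and sequenced from one end. The authors trimmed the reads with Cutadapt 1.9.1 and aligned them to the mouse genome build mm10 with HISAT2 2.0.3beta. The counting tool, its strand setting and its annotation release are not stated. The deposited counts are whole numbers of reads per Ensembl gene, not normalized, for 39017 genes. They were deposited per library and as a joint table, and all 390170 values of the joint table equalled those of the single libraries. The deposited log2 table was computed by the authors with the TMM factors of edgeR 3.24.3 and voom. It held the log2 of the count plus 0.5 relative to a scaled library size, to a spread of at most 9.95e-14 within a library, for all 39017 genes. A gene's count rises with its length, with the number of copies that share its sequence and with the depth of the library, and a few abundant genes lower the share left to the others. TMM factors address depth and the last effect only.

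Depth ranged from 32427029 to 49534284 counts per library. The mean was 39572471 ± 6486462 (SD, n = 5) in KP and 40361482 ± 4153147 (SD, n = 5) in KPG1, a difference with an exact permutation p of 0.818 over 252 rearrangements. A gene with no count in a library could have held up to 3 counts there, and this floor covers counting error only. Reads carried no molecular identifiers, so PCR copies were not separated.

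The main comparison was fixed before the data were examined. Genes were kept by filterByExpr of edgeR 4.0.16 with default settings, which left 16216 genes. TMM factors were computed, and voom and limma 3.58.1 were fitted in R 4.3.3 with the genotype as the only term, with p-values adjusted by Benjamini-Hochberg over the genes tested and a threshold of 0.05. The study filtered on TPM, which needs gene lengths, so filterByExpr took its place. Normalized expression is given as log2 CPM with a prior count of 2. For Slc2a1 a two-sided exact permutation test of the group means was added.

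Gene lists were tested by preranked enrichment with fgsea 1.28.0 on limma's moderated t, with 100000 gene permutations and seed 1. A positive normalized enrichment score (NES) means higher in KPG1. The bile acid panel holds the 21 bile acid metabolism genes that the study displayed as induced in KPG1. They were chosen partly on these libraries, so their direction was part of the choice and the panel's result is not independent evidence. The list of PPARα targets was written from general knowledge. So were lists for peroxisome, glycolysis, hypoxia response, cholesterol synthesis, proliferation, dedifferentiation, alveolar type 2, alveolar type 1, club, ciliated, endothelial, fibroblast, mesothelial, immune and erythroid genes. Lists with under 5 tested genes were not tested, which left 16 lists in a single Benjamini-Hochberg family. A list's score in a library is the mean over its genes of the z-score across libraries. Mouse Reactome sets with 15 to 500 tested genes were tested the same way as a family of their own, through NCBI gene IDs that 14047 tested genes had. The permuted genes in these tests are not independent of each other, and correlated genes make such p-values too small.

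Genes were named by a rule. It took Slc2a1, all members of the glucose transporter list, and in each direction the 5 genes with the largest fold change among those past the threshold with a mean log2 CPM of at least 1 and no overlap between groups. Of the bile acid panel and the PPARα list it took up to 5 members with an unadjusted p under 0.05. Positions and gene types came from GENCODE release M21 on mm10, which held 16044 of the 16216 tested gene IDs. Near-identical copies of pseudogenes were searched with blastn 2.17.0, and plots were drawn with matplotlib 3.10.9.

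The fits were tested on simulated counts drawn from the means and depths of these libraries, with 16036 genes tested. The limma-voom fit recovered 31 of 96 genes changed 2-fold (32.3%) and 75 of 99 changed 4-fold (75.8%), and 7 of its 113 calls were false (6.20%). DESeq2 1.42.0 recovered 56 and 87 of these genes, and 41 of its 184 calls were false (22.3%). The enrichment test gave 1 of 100 unchanged lists an unadjusted p under 0.05 over 16036 ranked genes. The simulated genes were drawn independently and these lists at random, so this does not test lists of genes that move together.

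Libraries of 1 group were compared before averaging. The chi-square per degree of freedom over genes was between 51.3 and 406 for all pairs within a group, so no library was taken for a copy of another. The alternatives tried were edgeR's quasi-likelihood test, DESeq2, voom with a weight per library, RLE and upper quartile factors, no filter, a filter at a mean CPM of 20, limma-trend on the deposited log2 table, a replicate block, the sample number as a covariate, leaving out each library in turn, other thresholds, and the set tests camera and fry. A correction for GC content and gene length was added after the data were seen. Hallmark and KEGG collections, other tumour cohorts and the reads themselves were not analysed here.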

Results

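Gene expression was measured by RNA sequencing in the CD45-negative fraction of 10 lung tumours, 5 from KP mice and 5 from KPG1 mice, in which Slc2a1 was floxed as well. The comparison asks which genes change in tumours in which Slc2a1 was targeted, among them other glucose transporters and genes of lipid metabolism. The libraries held 32427029 to 49534284 counts, and 20886 to 22583 genes had at least 1 count. The 10 most abundant genes took 5.30% to 11.1% of a library. The first principal component of log2 CPM held 28.0% of the variance and did not separate the groups (exact permutation p 0.214). Its extremes were KP 1 at -74.0 and KP 5 at 71.8. The second component held 19.4% and separated the groups (exact permutation p 0.00794).

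The targeted gene was examined first in every library. Slc2a1 (ENSMUSG00000028645, chromosome 4, 119108711 to 119137983, plus strand, mm10) shares its position with Mir1957a on the same strand and with Gm12867 and Gm12868 on the opposite strand. Its expression was 78.8, 127, 123, 109 and 71.7 CPM in KP 1 to KP 5. It was 47.3, 66.8, 40.8, 51.3 and 44.3 CPM in KPG1 1 to KPG1 5. The means were 102 ± 25.4 CPM (SD, n = 5) in KP and 50.1 ± 10.1 CPM (SD, n = 5) in KPG1, so KPG1 held 49.2% of the KP level and the groups did not overlap. That share is of the whole fraction, which may hold cells beside tumour cells, so it does not give the level left in tumour cells. The labels leave open whether the controls were heterozygous for the floxed allele, in which case the KP level is that of cells that had already lost 1 copy. The difference in mean log2 CPM was -1.01, with an exact permutation p of 0.00794, the smallest that 252 rearrangements can give. In the limma fit across all genes the log2 fold change was -1.01 (SE 0.20) and the adjusted p was 0.0675, outside the threshold of 0.05. DESeq2 moved this value most, to an adjusted p of 0.000255. Leaving out KP 5 gave an adjusted p of 0.0220 in limma.

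**Figure D1:**
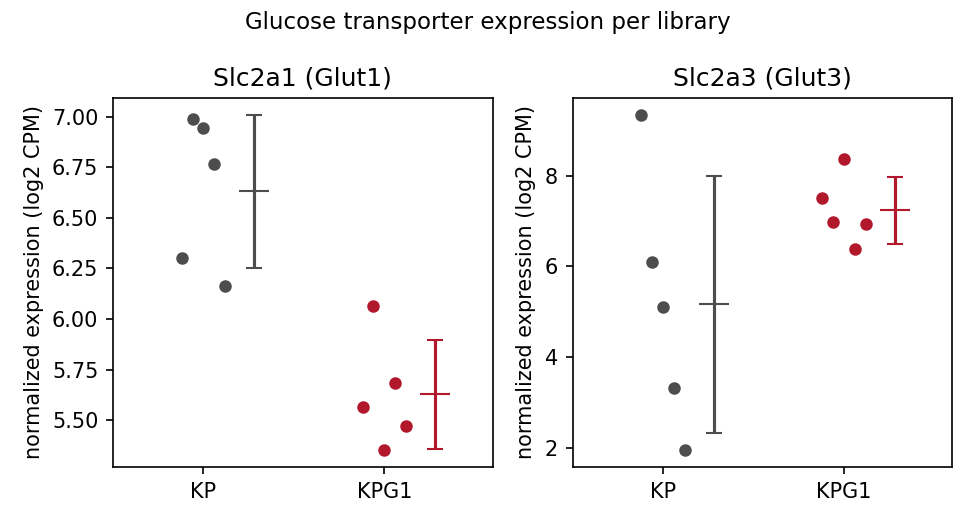
Normalized expression (log2 CPM, vertical axes that do not start at 0) of Slc2a1 and Slc2a3 in KP and KPG1, with a point per library and a bar for the mean ± SD of 5 libraries. All KPG1 libraries lie below all KP libraries for Slc2a1, while Slc2a3 spans 1.95 to 9.34 in KP and 6.38 to 8.36 in KPG1.

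Of 15 glucose transporter genes, 12 were tested. Adjusted over the list alone, 1 passed the threshold, Slc2a1 (adjusted p 0.00337), and over all genes tested 0 passed. Slc2a1 was also the only member with an unadjusted p under 0.05. Slc2a3, the gene of Glut3 (chromosome 6, 122727809 to 122801640), had a log2 fold change of 2.09 (SE 1.09, limma adjusted p 0.493). Its log2 CPM was 9.34, 6.11, 5.11, 3.32 and 1.95 in KP 1 to KP 5 and between 6.38 and 8.36 in KPG1, so the spread within KP exceeded the difference between groups. Without KP 1 the log2 fold change of Slc2a3 was 3.22, and the gene passed adjusted over the list alone but not over all genes (limma adjusted p 0.142). Slc2a2, Slc2a8, Slc2a12 and Slc2a13 were higher in KPG1, and Slc2a6 and Slc2a9 were lower. Slc2a4, Slc2a10 and Slc50a1 were higher and Slc5a1 was lower in the main comparison, but each of these 4 changed direction under at least 1 alternative. The log2 fold changes of these 10 genes ranged from -1.22 for Slc2a6 to 0.44 for Slc2a12, with adjusted p-values from 0.482 to 0.976. Slc2a5, Slc2a7 and Slc5a2 had at most 29, 12 and 5 counts in any library and were not tested.

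Across all genes, 28 of 16216 passed an adjusted p of 0.05 in limma, 10 higher and 18 lower in KPG1. An unadjusted p under 0.05 was found for 1877 genes, 853 higher and 1024 lower, against 811 by chance. The groups did not overlap for any of the 28 genes. Among all genes tested, 459 showed no overlap (2.83%), where chance gives 0.794%. The count moved most under DESeq2, to 125 higher and 423 lower. Leaving out KP 5 gave 71 higher and 223 lower genes, among them all 10 and all 18, and leaving out any other library gave at most 12 higher and 25 lower.

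**Figure D2:**
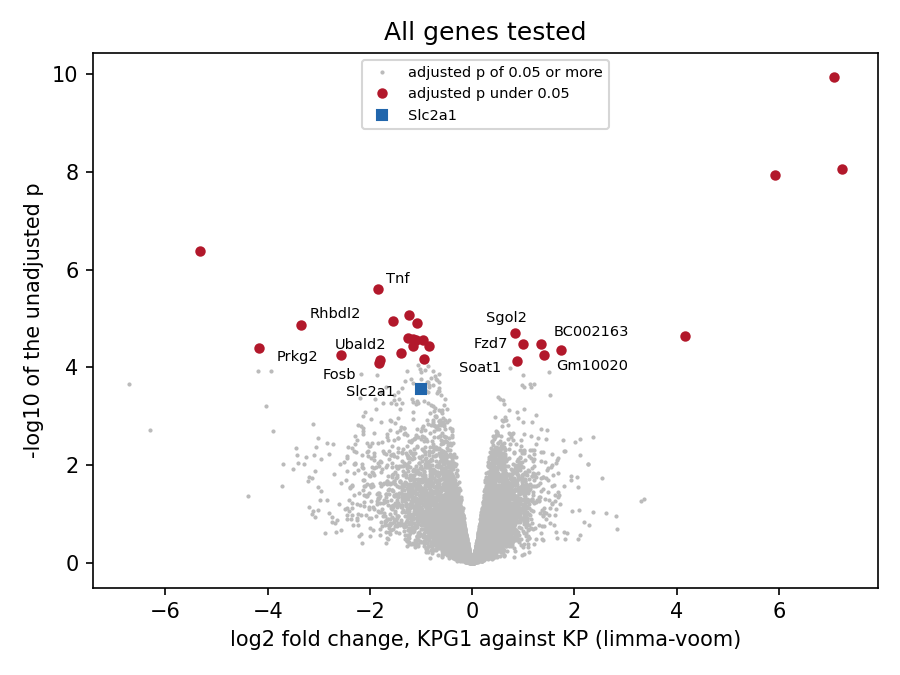
Log2 fold change of KPG1 against KP (horizontal axis) and -log10 of the unadjusted p (vertical axis) from limma-voom, with a point per tested gene. The 28 genes with an adjusted p under 0.05 are in red, Slc2a1 is the blue square, and the genes chosen by the naming rule carry labels.

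By the naming rule, 5 genes higher in KPG1 qualified. Gm10020 (chromosome 15, 52477617 to 52478228) had a log2 fold change of 1.41 (SE 0.23, limma adjusted p 0.0382). BC002163 (chromosome 16, 42955631 to 42955949) had 1.35 (SE 0.21, adjusted p 0.0314). Both are annotated as processed pseudogenes, with 99.7% identity to Rpl15 and 99.4% identity to Ndufs5 respectively, and BC002163 lies within Zbtb20 on the same strand, so their counts are uncertain. Fzd7 (chromosome 1, 59482424 to 59486955) rose by a log2 of 1.00 (SE 0.15, adjusted p 0.0314), from 6.43 ± 0.18 to 7.43 ± 0.28 log2 CPM (SD, n = 5). Soat1 (chromosome 1, 156424525 to 156474331) rose by 0.89 (SE 0.15, adjusted p 0.0449), and Sgol2 (chromosome 1, 57995971 to 58025899) by 0.83 (SE 0.12, adjusted p 0.0304). Soat1 and Sgol2 overlap genes on the opposite strand, Gm37648 and Kctd18.

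Of the genes lower in KPG1, 16 qualified, and the 5 with the largest change are given. Rhbdl2 (chromosome 4, 123787874 to 123829904) had a log2 fold change of -3.35 (SE 0.46, limma adjusted p 0.0240), with 141 to 537 counts in KP and 14 to 43 in KPG1. Prkg2 (chromosome 5, 98929773 to 99037351), which overlaps Gm3470 on the same strand, had -2.57 (SE 0.41, adjusted p 0.0382). Tnf (chromosome 17, 35199381 to 35202007) fell from 4.09 ± 0.27 to 2.24 ± 0.37 log2 CPM (SD, n = 5), a log2 fold change of -1.85 with a limma adjusted p of 0.00810. Fosb (chromosome 7, 19302696 to 19310051) had -1.82 (SE 0.31, adjusted p 0.0464) and Ubald2 (chromosome 11, 116434094 to 116439077) had -1.79 (SE 0.30, adjusted p 0.0430). Each of these 10 named genes left the threshold when some libraries were left out, Tnf only without KPG1 4 (adjusted p 0.0502). Outside the rule, and named after their values were seen, Gm14094 had at most 3 counts in every KP library and was at least 38.2-fold higher in KPG1. Syt2 and Prl2c2 had at most 3 counts in every KPG1 library and were at least 14.6-fold and 10.1-fold lower. The KP mean behind the limit of Prl2c2 rests in part on KP 1. Prl2c2 was at 1.05 log2 CPM there against -1.46 to 0.18 in the other KP libraries.

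All 21 genes of the bile acid panel were tested and all 21 had a higher fitted value in KPG1, with a median log2 fold change of 0.31 (NES 2.24, adjusted p 0.000840). The study displayed these genes as induced in KPG1, partly on these libraries, so their shared direction, NES and scores are not independent results. The panel's score was -0.90 to 0.05 in KP and 0.14 to 0.92 in KPG1, with no overlap. An unadjusted p under 0.05 was found for 8 members, and 0 passed adjusted over the list alone or over all genes. The 5 with the smallest p were Pex13 (log2 fold change 0.31, limma adjusted p 0.272), Retsat (0.61, 0.301), Abca3 (0.98, 0.332), Aldh1a7 (0.68, 0.333) and Lonp2 (0.35, 0.365). The result moved most under camera with an estimated correlation, to an adjusted p of 0.231. It kept its side under fry (0.0411) and under camera with a preset correlation of 0.01 (8.54e-06).

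Of the PPARα target list, 48 of 56 genes were tested, 32 higher and 16 lower in KPG1. The median log2 fold change was 0.12, and the list did not pass the threshold (NES 1.44, adjusted p 0.0570). Without the 5 genes it shares with the bile acid panel the NES was 1.08 (p 0.320). Without KPG1 1 the adjusted p was 0.740, and without KPG1 4 it was 0.0137. An unadjusted p under 0.05 was found for 7 members and 0 passed adjusted over the list alone. Slc27a1, G0s2 and Acadl were higher, with log2 fold changes of 0.40, 1.80 and 0.33, and Angptl4 and Ech1 were lower, with -0.82 and -0.35. The limma adjusted p of these 5 genes was between 0.245 and 0.407.

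Of the other lists, 9 passed the threshold under gene permutation. The peroxisome list was higher in KPG1 (NES 1.83, adjusted p 0.00365), and without the 10 genes it shares with the bile acid panel the NES was 1.47 (p 0.0376). The proliferation list (NES 2.76, adjusted p 0.000350, 50 of 52 genes higher) and the alveolar type 2 list (NES 2.03, adjusted p 0.00220) were higher as well. So were the endothelial list (NES 1.72, adjusted p 0.0225) and the fibroblast list (NES 1.80, adjusted p 0.0138), although the endothelial list was lower in KPG1 when each library had a weight. Lower in KPG1 were the glycolysis list (NES -2.05, adjusted p 0.00112, 19 of 22 genes lower), the hypoxia list (NES -1.97, adjusted p 0.00220), the dedifferentiation list (NES -1.94, adjusted p 0.00286) and the ciliated list (NES -1.64, adjusted p 0.0389). The immune (adjusted p 0.0570), cholesterol synthesis (0.0725), club (0.305), alveolar type 1 (0.532) and erythroid (0.947) lists did not pass, and the mesothelial list had 3 tested genes, all lower. The cholesterol synthesis list came to pass without KP 4 (0.0273), KP 5 (0.0255) or KPG1 5 (0.0368). It also passed with a weight per library (0.007), at a mean CPM of 20 (0.0396) and with the GC and length correction (0.0303). The immune list came to pass without KP 1 (0.0494), KPG1 3 (0.0195) or KPG1 5 (0.031), and the alveolar type 1 list without KP 1 (0.0293). The immune list also passed with the sample number as a covariate (0.0298) and with a replicate block (0.0303). Without any other single library these lists stayed outside the threshold. Of the 9 lists that passed, only the peroxisome list kept its side under fry, and 0 did under camera with an estimated correlation. Under camera with a preset correlation of 0.01, 6 of the 9 did, all but the ciliated, endothelial and fibroblast lists. A single library weighed on several values. The proliferation score of KP 5 was -2.30 against -0.18 to 0.47 in the other KP libraries, and without KP 5 the NES of that list was 2.31. Without KP 5 the hypoxia list had an adjusted p of 0.0858 and the endothelial list 0.839, and without KPG1 1 the endothelial list had 0.606. The fibroblast list left the threshold without KP 2 (0.250), KP 4 (0.0994), KP 5 (0.504), KPG1 1 (0.294) and KPG1 5 (0.106). The ciliated list left it without any 1 of 7 libraries, KP 2, KP 3, KP 5 and KPG1 1 to KPG1 4, with adjusted p-values from 0.0558 to 0.188. The ciliated list also left it with the sample number as a covariate (0.088), a weight per library (0.068) and the GC and length correction (0.062). The fibroblast list also left it under edgeR (0.0547), with a weight per library (0.215) and at a mean CPM of 20 (0.184).

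**Figure D3:**
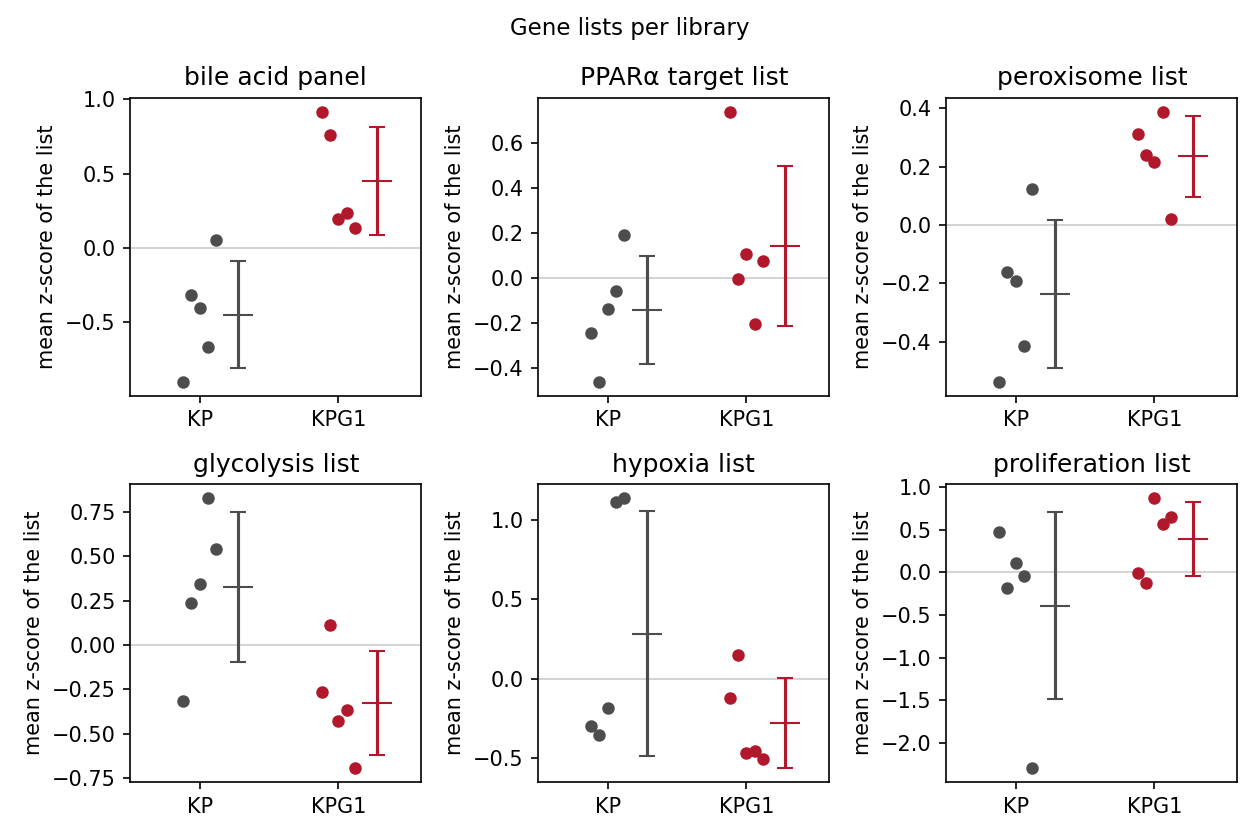
Score of 6 gene lists (vertical axes, mean z-score over the genes of the list) in KP and KPG1, with a point per library and a bar for the mean ± SD of 5 libraries. The bile acid panel, whose genes the study displayed as induced in KPG1, shows no overlap between groups. The proliferation list shows KP 5 at -2.30, below all other libraries.

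Of 698 Reactome sets, 31 were higher and 29 lower in KPG1 at an adjusted p under 0.05, and 147 had an unadjusted p under 0.05. Sets of the mitotic cell cycle led the higher ones, such as Mitotic Prometaphase (NES 2.65, adjusted p 0.000657). Sets of translation led the lower ones, such as Eukaryotic Translation Elongation (NES -2.80, adjusted p 0.000657). The p-values of these sets were at the smallest value the permutations can give. The number of sets moved most without the filter on low counts, to 125, of which 97 were higher. At a mean CPM of at least 20 it was 26, of which 2 were higher.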

Values the study reported

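The study reported Glut3 staining at the membrane of tumour cells in 37% of small and 76% of big KP lesions.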

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

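The groups of 5 libraries were searched for a library far from the others, by the gap to its nearest neighbour as a share of the group's range, with a critical value of 0.71. Of 142 groups searched, 8 passed, where chance gives 7.1, so the number of such libraries is what chance alone would give. The test of cell shares named below was chosen only after the result was seen.

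The proliferation score of KP 5 was -2.30 against -0.18 to 0.47 in the other KP libraries, a gap of 0.764 of the range. KP 5 was also the deepest library, with 49534284 counts, and lay at the end of the first principal component. Whether its depth lowered this score was not tested. Without KP 5 the list was still higher in KPG1 (NES 2.31). Removing each library's trend with GC content and gene length left the list at an adjusted p of 0.000414, which argues against such a trend as the whole cause of the difference between groups. With the sample number of the labels as a term it was 0.000125, but KP 5 was the only KP library with a number of at most 8. Among the low and among the high numbers alike, every KPG1 number was below every KP number. Within groups, high minus low numbers gave a difference in mean log2 CPM of 0.88 (exact permutation p 0.12). That is against the direction that a steady trend with the number would need. It rests on KP 5, since the KPG1 means were 4.39 at high and 4.46 at low numbers. The number and the group therefore cannot be told apart for this list. Of the splits of the 10 libraries, 39 of 100 gave a score as large in size, so the difference may be chance. A tumour with few dividing cells in KP 5 was not tested.

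F3 in KP 5 was at 9.14 log2 CPM against 8.35 to 8.57 in the other KP libraries (0.721 of the range). F3 is among the 18 lower genes and was named after its values were seen. KPG1 libraries lay at 7.08 to 7.62, below all KP libraries. No explanation of the value in KP 5 was tested.

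Abca3, a member of the bile acid panel, was at 11.38 log2 CPM in KPG1 1 against 10.54 to 10.64 in the other KPG1 libraries (0.878 of the range). The panel did not rest on that library, with an adjusted p of 0.000185 without it (range over the alternatives 8.54e-06 to 0.231). No explanation of this value was tested.

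The pseudogenes BC002163 and Gm14094 stood apart in KPG1 5, in opposite directions. BC002163 was at 2.86 log2 CPM there against 3.36 to 3.54 (0.73 of the range), and Gm14094 at 2.35 against 1.68 to 1.75 (0.887). Of the 6 pseudogenes past the threshold, 5 match a more abundant gene at 95% identity, so reads shared with copies may contribute to such values. Gm14094 is not among these 5, with 94.6% identity to Rpl15.

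The club cell score of KPG1 2 was 0.78 against -0.21 to 0.07 (0.713 of the range). The ciliated cell score of KP 4 was -0.86 against 0.30 to 0.65 (0.77), and without KP 4 the adjusted p of the ciliated list was 0.000856. Over all libraries left out it ranged from 0.000856 to 0.188, and it left the threshold for 7 of them. The immune score of KP 3 was 1.22 against -0.34 to 0.04 (0.753). These lists stand for cells that the fraction may hold beside tumour cells, and a difference in the share of such cells between libraries could explain them. The one test of shares ran between groups, where the difference of the endothelial and immune lists had an exact permutation p of 0.0635, and does not separate single libraries. No biological explanation of these 3 libraries was tested.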

How the results depend on the processing

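All alternatives but the correction for GC content and gene length were chosen before the data were examined. The alternative limited to genes in the authors' normalized table was not run, because that table holds all genes. The median log2 fold change of all genes stayed within 0.1 under every scaling. For the changes given below the cause was not tested, except where fewer genes or libraries entered.

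The number of genes past the threshold changed under several alternatives. Against 10 higher and 18 lower genes, DESeq2 gave 125 and 423, voom with a weight per library 51 and 177, and an adjusted p under 0.1 gave 23 and 79. Each of these fits kept all 28 genes. The edgeR test gave 29 lower genes, no filter 31, and a filter at a mean CPM of 20, which tests fewer genes, 5 higher and 31 lower. With the sample number as a covariate 8 higher and 23 lower genes passed, which kept 7 of the 10 and 10 of the 18. In the simulation 22.3% of DESeq2's calls were false, against 6.20% for limma-voom, so its larger count may hold more false calls. Leaving out 1 library each gave from 3 to 71 higher and from 1 to 223 lower genes, with both maxima without KP 5. The cause of the larger counts without KP 5 was not tested. Without a library other than KP 5, at most 12 higher and 25 lower genes passed.

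The labels give both groups replicate numbers 1 to 5. Libraries with the same number did not deviate together, with correlations of -0.122, 0.0760, 0.0573, 0.0635 and -0.161, so the numbers pair nothing. With a replicate block 4 higher and 1 lower genes passed, in a fit with fewer residual degrees of freedom, which is no measure of a weaker effect. Slc2a1 had an adjusted p of 0.177 there.

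Slc2a1 was lower in KPG1 under every alternative. Its adjusted p passed the threshold under DESeq2 (0.000255) and with a weight per library (0.0171), and ranged from 0.0220 to 0.230 when 1 library was left out, lowest without KP 5. Accordingly the number of glucose transporters past the threshold rose from 0 to 1 under DESeq2, with a weight per library and without KP 5, and was from 0 to 1 over the fits that left out a library. Adjusted over the list alone it was 2 with a weight per library (Slc2a1 and Slc2a6) and from 1 to 2 with a library left out, with Slc2a3 added without KP 1 and Slc2a6 added without KP 5.

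The direction of some genes and lists flipped. Slc2a4 was lower with a weight per library (adjusted p 0.824) and without KP 5 (0.722, the lowest over all libraries left out, where the highest was 0.954). Slc2a10 was lower with the sample number as a covariate (0.999). Slc5a1 was higher with a weight per library (0.757) and without KP 5 (0.642), KPG1 4 and KPG1 5, in a range over all libraries left out of 0.642 to 0.986. Slc50a1 was lower under DESeq2 (0.997), with the sample number (0.959) and without KP 1, KP 3, KPG1 1 or KPG1 2, in a range over all libraries left out of 0.650 to 0.986. The endothelial list was lower with a weight per library and left the threshold there (0.109). The erythroid list was lower under edgeR (0.883), DESeq2 (0.915), the sample number (0.625) and without KP 1 (0.595), KP 4 (0.868), KPG1 2 (0.955) or KPG1 3 (0.951). Over all libraries left out its adjusted p ranged from 0.129 to 0.992, and the list was higher at both ends.

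The bile acid panel kept its direction and its side of the threshold under every alternative but camera with an estimated correlation (0.231). The PPARα list passed the threshold without the filter (0.0207) and with the GC and length correction (0.0254), and ranged from 0.0137 to 0.740 with a library left out, highest without KPG1 1, and passed without KP 4 and without each of KPG1 2 to KPG1 5. The number of other lists past the threshold, against 9, was 1 under fry. Under camera it was 0 with an estimated and 6 with a preset correlation. Against 60 Reactome sets, 31 of them higher, there were 91 with a weight per library (40 higher), 125 without a filter (97 higher) and 26 at a mean CPM of 20 (2 higher), and from 47 to 109 with a library left out.

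Of the values of single named genes and of single lists, 21 and 26 kept their direction but left the threshold under settings other than leaving out a library, and 72 and 15 when a library was left out. Keeping their direction, 1 and 5 came to pass it under such settings, and 0 and 7 with a library left out.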

Other observations

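The test of the sample number on the immediate-early list and the tests near Slc2a1, of cell shares and of chromosome copies were chosen only after the result was seen. The immediate-early list was written after 9 of its genes had been looked at.

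Of the distinct splits of the 10 libraries into 5 and 5, 100 were drawn with the real one included. The real split gave 28 genes past the threshold, and it was the only one of the 100, a count of 1, with as many. The next had 2, and 5 splits had any. A bile acid panel score as large in size came from 3 of the 100 splits. The panel's genes were chosen partly on these libraries, which favours the real split. This count can therefore not be ranked against those of the other lists. For the lists named next the real split did not stand apart at this level. The immune, cholesterol synthesis, club, alveolar type 1 and erythroid lists were not tested on the splits. A score as large came from 6 splits for the peroxisome list, 9 for the glycolysis list, 15 for the dedifferentiation list, 19 for the fibroblast list and 20 for the alveolar type 2 list. It came from 28 splits for the ciliated list, 33 for the hypoxia list, 39 for the proliferation list, 46 for the PPARα list and 58 for the endothelial list. As many Reactome sets came from 59 of the 100 splits. Of the splits drawn, 3 put all libraries with a sample number of at most 8 on 1 side. Of these, 3 gave an endothelial score as large, and 1 each gave as large a dedifferentiation score, ciliated score and number of Reactome sets, while 0 gave as many genes past the threshold or as large a bile acid panel score. The p-values that these lists have under gene permutation may therefore reflect genes that move together between tumours of any genotype.

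Technical trends were examined for the lists that relate to glucose and lipid metabolism. After removal of each library's trend with GC content and length, the bile acid panel had an adjusted p of 0.000748, the glycolysis list 0.00582 and the hypoxia list 0.00102, which argues against such a trend as the whole cause. The labels number the samples up to 16 without saying why, and the number may stand for the order of handling. Only 1 KP but 3 KPG1 libraries have a number of at most 8, so low numbers were more frequent in KPG1. With it as a term the adjusted p was 0.000531 for the bile acid panel, 0.00123 for the glycolysis list and 0.000125 for the hypoxia list. This term only parts numbers of at most 8 from higher ones. Among the low numbers KPG1 held 1 to 5 and KP held 6, and among the high numbers KPG1 held 9 to 10 and KP held 11 to 16, so within both classes every KPG1 number was below every KP number. Within groups, high minus low numbers gave a difference in mean log2 CPM of -0.09 for the glycolysis list and -0.38 for the hypoxia list, against the direction that a steady trend with the number would need, and of -0.07 for the bile acid panel, in that direction. None of these was beyond the rearrangements within groups (exact permutation p 0.36, 0.26 and 0.5), and the low class holds 1 KP library. The number and the group therefore cannot be told apart for these 3 lists.

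Fosb, Klf4 and Ier3, which are induced within minutes when tissue is handled, were among the 18 lower genes. A list of 36 such immediate-early genes was lower in KPG1, with 34 of 36 genes lower, a median log2 fold change of -1.04 and 27 genes with an unadjusted p under 0.05 (NES -3.03, p 1.87e-05, the smallest the permutations can give). The 27 members not looked at beforehand gave a NES of -2.75. A score as large in size came from 3 of the 100 splits, and 1 of these kept all libraries with low sample numbers on 1 side. Within groups the list's mean was higher at high sample numbers, at 8.29 against 7.44 log2 CPM in KP and 7.55 against 6.89 in KPG1 (exact permutation p 0.02, the smallest that 50 rearrangements can give). With the number as a term the median log2 fold change was -0.64 and the p was 1.78e-05. Correction for GC content and length left a p of 1.68e-05, which argues against such a trend as the whole cause. The immune list had a median log2 fold change of -0.21 over 5 higher and 11 lower genes, which decides nothing about immune cells left in the fractions. Its 3 genes that passed lower, adjusted over the list alone, were S100a8, S100a9 and Itgam, named after their values were seen, while Ptprc, the gene of CD45, was not lower (log2 fold change 0.14). Part of this pattern may therefore follow the order of handling. As the numbers of the groups do not overlap within classes, the number and the group cannot be told apart for the rest. Fewer residual immune cells and an effect of the genotype stay open as well.

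Of the 28 genes past the threshold, 6 were processed pseudogenes, all higher in KPG1, which is 21.4% against 6.17% of the genes tested (Fisher's exact test p 0.00636). For 5 of them, Rpl15 was the most abundant match. They were Gm8420, Gm14094, Gm5292, Gm10224 and Gm10020, on 5 different chromosomes. Gm8420 had 1 to 7 counts in KP libraries and 524 to 575 in KPG1 libraries. At 95% identity or more over 80% of the length, 5 of the 6 pseudogenes matched a more abundant gene, so reads shared with such a gene are a candidate source. For these 5, a change of the parent gene is argued against, since for 0 of them did the parent move by at least 0.5 of the pseudogene's log2 change. Their parents are only 2 genes, Rpl15 for 4 pseudogenes and Ndufs5 (log2 fold change -0.06) for BC002163, and Gm14094 had no match at this identity. Rpl15 was at 67.3 ± 24.7 CPM in KP and 76.3 ± 30.1 CPM in KPG1 (SD, n = 5). The 5 pseudogenes rose by 32.0 CPM in sum, and had all of that come from Rpl15 alone it would have fallen by 0.93 on the log2 scale, against a fitted change of 0.16 (SE 0.27). A sequence variant that differs between the lines of mice and moves reads between copies was not tested, as the reads were not analysed here.

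Chromosome 1 held 76 genes with an unadjusted p under 0.01 among 937 tested (8.11%), against 3.40% on the other chromosomes, and 61 of the 76 were higher in KPG1 (adjusted p 1.04e-09, one-sided Fisher's exact test). Chromosome 3 also passed, with an adjusted p of 0.0277. An excess as large on any chromosome came from 3 of the 100 splits, and 1 of the 3 splits that keep all low sample numbers on 1 side gave a larger excess. These genes were not crowded into windows of 10 Mb (permutation p 0.400). This argues against a single stretch, carried in 1 line of mice, as the source of the whole excess. The test pooled all of these genes, so it does not exclude a stretch behind a few of them. The window from 50 to 60 Mb held 8 of these genes among 66 tested. It also held 3 genes past the threshold, Gm8420, Sgol2 and Fzd7. The windows from 130 to 140 Mb and from 150 to 160 Mb held 1 each, Syt2 and Soat1. Of 612 abundant genes on the chromosome, 80.2% were higher in KPG1, against 55.7% of abundant genes elsewhere. The median of the chromosome relative to the rest was -0.23 to 0.15 in KP and 0.05 to 0.12 in KPG1, a difference of 0.17 (exact permutation p 0.0476). More copies of the chromosome in KPG1 tumours could give such a shift. The chromosome was chosen for its excess, which keeps this explanation open, and KP 1 had the highest median of all libraries.

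Floxed alleles can carry flanking sequence from another strain. Within 10 Mb of Slc2a1, 24 of 195 genes had an unadjusted p under 0.05 (12.3%), against 11.6% elsewhere (one-sided Fisher's exact test p 0.412), so the share of such genes was not raised. Of the 28 genes past the threshold 1 lies in this window, Rhbdl2, which starts 4.68 Mb from the start of Slc2a1 and had a log2 fold change of -3.35. Ndufs5, the parent of the pseudogene BC002163, lies in this window as well (chromosome 4, 123712710 to 123718202). An effect of flanking sequence on Rhbdl2, and on reads shared between Ndufs5 and BC002163, stays open.

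The endothelial and fibroblast lists had median log2 fold changes of 0.32 and 0.22, while the immune and ciliated lists had -0.21 and -0.54. A lower share of tumour cells in KPG1 fractions would raise all of these alike only if cells with CD45 were removed equally well in both groups. That was not tested. The difference of the endothelial and immune means between groups was 0.60 with an exact permutation p of 0.0635, so such a share and a change of single cell types cannot be told apart with 5 libraries per group.

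Xist was at 1.82 log2 CPM in KP 3 and between -1.20 and -0.16 in all other libraries, although all animals were labelled male. The mean of 4 Y-linked genes in KP 3 was lower than that of the other KP libraries, by -0.42 on the log2 scale, at 5.57 against 5.83 to 6.22. Of these genes Eif2s3y was not lower there, at 5.97 log2 CPM against 5.54 in KP 2. Female cells in that library may explain both, but without a female library the share cannot be set, and it is 1 library, so this and a chance difference cannot be told apart.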
